A study of Homo sapiens with 4 samples. Its data were reported in "Alterations of specific chromatin conformation affect ATRA-induced leukemia cell differentiation" (2018).

How the data were processed

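Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters there. The 4 libraries came from HL-60 cells, a human promyelocytic leukemia line that matures along the granulocyte lineage when it is given all-trans retinoic acid (ATRA). Cells of the ATRA group received 1 µM ATRA for 4 days, and cells of the control group received the ethanol vehicle for the same time. Each group had 2 replicates, and groups were taken from the sample titles.

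Per the labels and the methods of the study, the authors lysed the cells, treated the nuclei with Tn5, amplified the libraries by PCR, removed adapter sequences, aligned reads to hg19 with Bowtie and called peaks with MACS2 at its default settings. Peaks were called for each library separately, so replicates could be compared. The settings stated for the ATAC-seq libraries do not include a shift of reads to the Tn5 cut site, a treatment of PCR duplicates or a filter on blacklisted regions, so peak edges may lie some bases away from the cut sites and some peaks may lie in repeats. The deposited lists hold 5 columns per peak, which are the chromosome, start, end, a name and a score. The deposited score was the peak caller's own value, from 50.0 upward with a ceiling of 3100; its form resembles the scaled logarithm of a p-value written by an older MACS release, and its scale was not stated. It was used here only to rank and filter peaks within a list. The lists give no read counts, so the sequencing depth of each library was unknown, and a library with more reads can yield more and wider peaks. Intervals printed here cover counting error across peaks only.

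The reference was GRCh37, the Ensembl name of the hg19 assembly, with GENCODE release 44 lifted to it. Each list used 24 chromosomes, 0 of which were missing from the reference, and 0 peaks lay past a chromosome end. Coordinates are 1-based. Overlaps were computed with bedtools 2.31.1, sequences were read with samtools 1.23.1 and pysam 0.24.0, and statistics used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.

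Convincing peaks of a group were the peaks of either replicate that overlapped a peak of the other by at least 1 bp, pooled and merged. Specific peaks were convincing peaks with no overlap of 1 bp with a convincing peak of the other group, and the rest were overlapping peaks. Overlapping peaks were described from the ATRA side. Libraries were compared by the Jaccard index, the base pairs shared by 2 lists over the base pairs covered by either, with an exact permutation test over the 3 ways to divide the 4 libraries into pairs. No test over these pairings can give a p-value under 0.333. The 2 mixed pairings, each of which puts an ATRA library and a control library together, gave a background with no treatment contrast for the numbers of specific peaks, for the promoter share of the specific sets and for the motifs. Chance overlap was measured by moving the peaks of a list along each chromosome, with 10 shifts for each of the 6 pairs of lists.

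A promoter peak had its centre between 1 kb upstream and 100 bp downstream of 1 of 56156 transcription start sites (TSS) of protein-coding transcripts. Motifs were searched as consensus sequences on both strands in 200 bp about the peak centre: GATA (WGATAA), PU.1 (GAGGAAGT), RUNX (AACCACA), CEBP (TTGCNNAA), CTCF (CCASYAGRKGGC), AP-1 (TGASTCA), the retinoic acid receptor direct repeat DR5 (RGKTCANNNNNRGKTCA), E-box (CACGTG), ETS (CCGGAAGT) and IRF (GAAANNGAAA), where letters other than A, C, G and T are the standard codes for several bases. The reversed consensus of each served as a composition control. Shares were compared with the two-sided Fisher's exact test across peaks, with Benjamini-Hochberg adjustment over the 10 motifs. Odds ratios had 0.5 added to each cell and a 95% Woolf interval. Peaks are not biological replicates, so shares in single libraries, or their means, are given for the motifs whose values did not overlap between the groups; intervals of shares in single libraries are 95% Wilson intervals. Each library's own motif share was taken over its peaks with no peak in either library of the other group. The replicates of a group share part of these peaks, so the SDs of these shares do not fully measure the spread between replicates.

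The fixed gene lists were 20 regulators, 12 retinoid response genes, 18 neutrophil maturation genes and 12 genes of immature myeloid cells. Of these, 3 genes (MYB, MYC and RARA) were in 2 lists. The list of regulators was drawn up around the study, whose text does not name all of them. The regulators included genes that the study singled out from the same cells. A gene was linked to a peak within 50 kb of any of its TSS, and list members were compared with all other genes with a convincing peak in that range by a two-sided Fisher's exact test, adjusted over the 8 tests. The GATA2 and ZBTB16 loci were the gene and 150 kb upstream of its TSS. Sites named here were the convincing peaks of these loci, summarised where over 10, and for each direction the 5 specific peaks absent from both libraries of the other group with the best worst rank by score over the 2 replicates. Genes named were the nearest TSS of those sites, the gene that contains a site, and list members with a specific peak within 50 kb. Other genes named in the closing observations were chosen after their values were seen, which is said there.

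The definitions, gene lists, naming rule and the settings behind 185 of the 481 alternative values were fixed before the data were examined. So were the tests, except those named under the closing observations as chosen after the result was seen. The other alternative settings were chosen after seeing the data. They applied the peak set alternatives to more results, set peaks to 200 bp, combined an equal number of peaks with absence from both libraries of the other group, or used the TSS of all gene types. The alternatives set beforehand covered the overlap that counts as shared, the source of the peak boundaries, an equal number of peaks per library (42081, the length of the shortest list), the upper part of each list by score, the Y chromosome, a stricter definition of a specific peak, the replicate number as a block, leaving out each library, the promoter width, the motif window, GC content matched in bins of 2 percentage points with the same number of peaks drawn from both sets (7442 each), distal peaks, and the rule that links peaks to genes. The set and motif steps were tested on simulated data first. From 9700 simulated regions the sets recovered 1200 of 1200 ATRA-specific and 500 of 500 control-specific peaks, and the motif step called the 2 motifs planted at different shares in 3000 sequences per set and 0 others. The simulated regions lay far apart, with like widths and as many private peaks in every library. They therefore checked the code and not the effect of unequal lists. In 100 simulated draws of independent counts with no difference, 6 had a motif with an adjusted Fisher's exact p-value under 0.05. No read-level measure was used here.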

Results

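ATAC-seq peak lists of 4 HL-60 libraries were compared to ask how open chromatin differed after ATRA treatment. The ATRA-treated cells and the ethanol-treated control cells were each represented by 2 replicates. The list of ATRA replicate 1 held 43494 peaks and that of ATRA replicate 2 held 63541. Control replicate 1 had 42081 peaks and control replicate 2 had 45903. The mean number of peaks was 53518 ± 14175 (SD, n = 2) in the ATRA-treated cells and 43992 ± 2703 (SD, n = 2) in the control cells, so the groups differed by less than the spread between the ATRA replicates. ATRA replicate 2 also had wider peaks, with a median width of 416 bp against 328 bp in ATRA replicate 1, 325 bp in control replicate 1 and 291 bp in control replicate 2. It covered 31.6 Mb of the genome, compared with 16.3 to 17.5 Mb in the other libraries. The number of promoter peaks was similar among the libraries, from 8436 to 9382. Promoter peaks therefore formed 14.7% (95% Wilson interval 14.4 to 15.0) of the list of ATRA replicate 2 and 21.6% (21.2 to 22.0) of that of ATRA replicate 1. In the control libraries the share was 21.5% (21.1 to 21.9) in replicate 1 and 18.4% (18.0 to 18.7) in replicate 2.

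The similarity of the lists was examined first. The Jaccard index was 0.457 between the ATRA replicates and 0.507 between the control replicates. Between the groups it ranged from 0.384 (ATRA replicate 2 and control replicate 2) to 0.460 (ATRA replicate 1 and control replicate 1). The index divides by the base pairs covered by either list, so the longer list of ATRA replicate 2 lowers its values. The mean index was 0.482 ± 0.036 (SD, 2 pairs) within groups and 0.415 ± 0.034 (SD, 4 pairs) between groups, a difference of 0.0667. The real grouping gave the largest difference of the 3 pairings (one-sided exact permutation p = 0.333, the smallest this design allows). With an equal number of peaks per library, the index of the ATRA replicates rose to 0.496 and the difference was 0.0729. The alternative that moved the difference most was leaving out ATRA replicate 1, which gave 0.118, and leaving out control replicate 2 gave 0.0302. Of the peaks of ATRA replicate 1, 89.8% overlapped a peak of ATRA replicate 2, whereas shifted lists overlapped by 1.13% to 1.88% on average.

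The next step took the convincing peaks of each group, those shared by its 2 replicates. There were 37735 convincing peaks in the ATRA-treated cells and 31398 in the control cells. Of these, 14071 (37.3% of the ATRA peaks) were ATRA-specific and 7444 (23.7% of the control peaks) were control-specific, a ratio of 1.89. A total of 23664 ATRA peaks overlapped a control peak. Among the ATRA-specific peaks, 6975 (49.6%) had no peak in either control library and 7001 had a peak in 1 control library. Among the control-specific peaks, 2633 (35.4%) had no peak in either ATRA library. A peak of ATRA replicate 2 was present at 4317 (58.0%) of the control-specific peaks, compared with 508 (6.82%) for ATRA replicate 1. A total of 4797 control-specific peaks (64.4%) had a peak in 1 of the ATRA libraries, so most of them were not absent from the ATRA-treated cells. The specific peaks ranked lower than the overlapping peaks by score in every list, with a median percentile of 36.2 to 49.4 against 67.1 to 78.9.

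The same definitions were applied to the mixed pairings of the libraries, which hold no treatment contrast. The real groups gave 21515 specific peaks in total, and the mixed pairings gave 16443 and 14197. Of the 3 pairings, 1 gave as many specific peaks as the real groups, which was the real grouping itself, and 3 pairings cannot reach significance. When a specific peak had to be absent from both libraries of the other group, the total was 9608 for the real groups and 4581 and 2340 for the mixed pairings. In each pairing the pair that included ATRA replicate 2 had more specific peaks, and the ratio was 1.89 for the real groups and 2.88 and 2.06 for the mixed pairings. With an equal number of peaks per library the ratio was 1.26 for the real groups and 1.24 and 1.31 for the mixed pairings. Leaving out control replicate 1 or control replicate 2 reversed the ratio to 0.613 and 0.783, because the remaining control list then stood in for the convincing control peaks. Leaving out ATRA replicate 1 in the same way raised it to 11.3, with 35228 ATRA-specific and 3130 control-specific peaks, and leaving out ATRA replicate 2 gave 2.64, with 18552 and 7034. In each of these a single list stood against the shared peaks of a pair, which favours the group with the single list. Between single lists, 66.2% of the peaks of ATRA replicate 1 overlapped control replicate 1 and 68.9% overlapped in the other direction, and against control replicate 2 the shares were 66.8% and 64.6%. With an equal number of peaks and absence from both libraries of the other group, a combination chosen after seeing the data, the ratio was 1.18. The larger number of ATRA-specific peaks was not separable from the longer list of ATRA replicate 2.

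**Figure D1:**
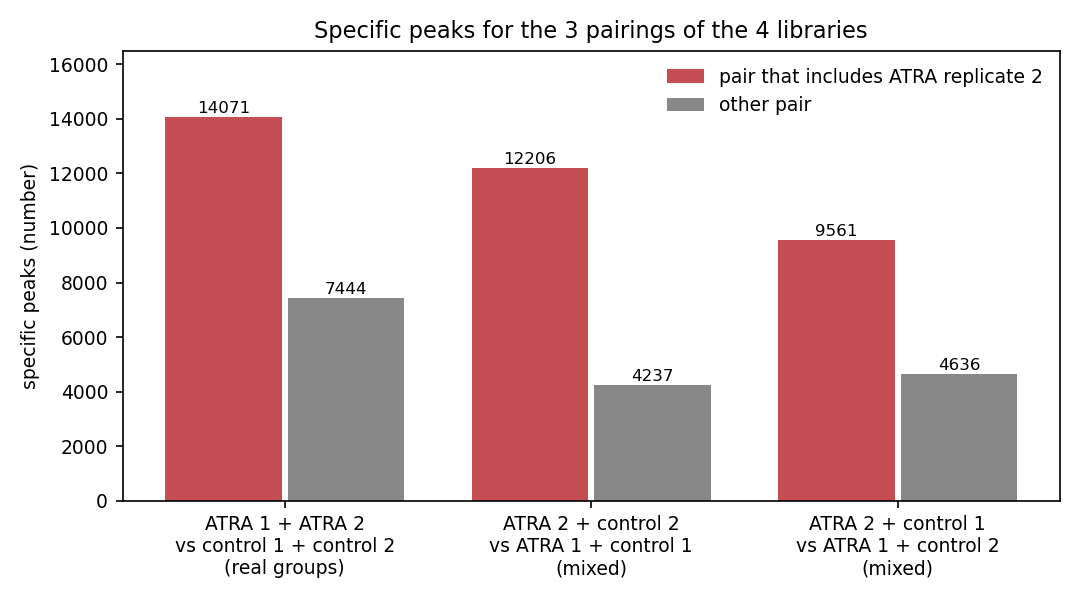
Number of specific peaks (vertical axis) for the real groups and the 2 mixed pairings of the 4 libraries (horizontal axis), with red bars for the pair that includes ATRA replicate 2 and grey bars for the other pair. The red bars stand at 14071, 12206 and 9561 peaks and the grey bars at 7444, 4237 and 4636.

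The genomic location of the specific peaks was compared with that of the overlapping peaks. Promoters accounted for 8.51% of the 21515 specific peaks and 28.3% of the 23664 overlapping peaks (odds ratio 0.236, 95% interval 0.223 to 0.250; the p-value of Fisher's exact test was too small to be represented). The difference of -19.8 percentage points moved most when peaks were set to 200 bp, an alternative chosen after seeing the data, where it was -13.9. In the upper part of each list by score it was -25.3. The specific sets of the mixed pairings, which hold no treatment contrast, had promoter shares from 4.26% to 22.6%. These also lay under the 28.3% of the overlapping peaks of the real groups, so a low promoter share of specific peaks was not particular to the treatment. The promoter share of specific peaks was 11.5% and 11.1% in ATRA replicates 1 and 2 and 3.82% and 3.80% in control replicates 1 and 2. Both replicates of a group contribute peaks at largely the same regions by definition, so these shares do not measure the spread between replicates. The median distance to the nearest TSS was 27776 bp for ATRA-specific peaks, 37408 bp for control-specific peaks and 14962 bp for overlapping peaks. Introns held 5345 of the ATRA-specific, 3068 of the control-specific and 7048 of the overlapping peaks. Promoters were more frequent among ATRA-specific peaks (1546 of 14071) than control-specific peaks (285 of 7444, 3.83%; odds ratio 3.10, 95% interval 2.72 to 3.52, Fisher's exact test p = 2.00e-80). Mixed pairings gave differences of this size, with 22.6% against 4.26% when same-numbered libraries were paired, and 5.91% against 12.1% when differently numbered libraries were paired. The difference of 7.16 percentage points between the groups became 1.05 without control replicate 2 and 3.07 without ATRA replicate 1, and it was 15.6 in the upper part of each list by score. As reported it did not exceed the differences among libraries.

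Motifs were compared to find sequence features of the specific peaks. Of 10 motifs, 9 differed between control-specific and ATRA-specific peaks at an adjusted p-value under 0.05. The largest contrast by p-value was that of GATA, which was present in 30.6% of the control-specific, 14.7% of the ATRA-specific and 14.4% of the overlapping peaks (odds ratio of control-specific over ATRA-specific 2.56, 95% interval 2.39 to 2.74, adjusted Fisher's exact p = 3.36e-161). The share in ATRA-specific peaks did not differ from that in overlapping peaks (adjusted exact p = 0.478). The reversed GATA consensus was present in 15.4% and 14.8% of the control-specific and ATRA-specific peaks (adjusted exact p = 0.498). The requirement of absence from both libraries of the other group moved the GATA odds ratio most, to 4.63, and the search of whole peaks lowered it to 1.45. Leaving out ATRA replicate 1 gave 3.95. In peaks with no counterpart in the other group, GATA was found in 14.6% and 16.0% of those of the ATRA libraries and in 41.2% and 31.1% of those of the control libraries. The means were 15.3% ± 0.99 (SD, n = 2) and 36.2% ± 7.16 (SD, n = 2), and the mixed pairings gave odds ratios of 0.966 and 1.04.

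PU.1 was less frequent in control-specific (7.90%) than ATRA-specific peaks (11.1%; odds ratio 0.687, adjusted Fisher's exact p = 9.77e-14), and IRF likewise (164 of 7444 peaks against 580 of 14071; odds ratio 0.525, adjusted exact p = 9.77e-14). The reversed IRF consensus also differed (odds ratio 0.698, adjusted exact p = 4.03e-04). The mixed pairings gave odds ratios of 0.818 and 0.818 for PU.1 and 0.906 and 0.851 for IRF. Among peaks absent from both libraries of the other pair, PU.1 gave 0.619 for the real groups and 0.583 and 1.19 for the mixed pairings, so a mixed pairing was as far from 1 under that definition. With an equal number of peaks as well, it gave 0.588 for the real groups and 0.647 and 1.32 for the mixed pairings. For IRF the same definitions gave 0.352 for the real groups against 1.06 and 1.28, and 0.400 against 0.918 and 1.06. ETS was present in 0.376% of control-specific, 1.03% of ATRA-specific and 2.43% of overlapping peaks (odds ratio 0.368, adjusted exact p = 1.59e-07), and a mixed pairing gave 0.293. Leaving out control replicate 2 changed the ETS odds ratio to 0.760. Among distal peaks it was 0.901 (95% interval 0.558 to 1.45, adjusted exact p = 0.717, range over the alternatives that kept all 4 libraries 2.60e-13 to 0.717), so the ETS contrast was not seen outside promoters. DR5 was found in 3 control-specific and 32 ATRA-specific peaks (0.0403% and 0.227%; odds ratio 0.203, 95% interval 0.0674 to 0.612, adjusted exact p = 9.53e-04), and in 12 of the overlapping peaks. In peaks with no counterpart in the other group, PU.1 was found in 12.5% ± 0.47 (SD, n = 2) for the ATRA libraries and 8.07% ± 0.75 (SD, n = 2) for the control libraries. For IRF the values were 4.49% ± 0.20 (SD, n = 2) and 2.54% ± 0.39 (SD, n = 2), and for DR5 they were 0.264% ± 0.078 (SD, n = 2) and 0.0147% ± 0.0014 (SD, n = 2). The DR5 value of each control library was 1 peak, of 6346 and of 7278, so its SD does not measure replicate precision. The libraries of the groups did not overlap for PU.1, IRF, DR5 and GATA, which chance gives for 1 of the 3 pairings, and overlapped for the other 6 motifs. The DR5 odds ratio was 0.506 without ATRA replicate 1 and 0.0975 without ATRA replicate 2. CTCF was present in 8.03% of the control-specific and 5.09% of the ATRA-specific peaks (odds ratio 1.63, adjusted exact p = 1.97e-16). Among peaks absent from both libraries of the other group the odds ratio was 0.847, and with an equal number of peaks as well it was 1.80 (95% interval 1.44 to 2.24), where a mixed pairing gave 4.97. It was 0.465 without ATRA replicate 1, and pairing same-numbered libraries gave 3.09. AP-1 (odds ratio 0.856, adjusted exact p = 0.0114), RUNX (11.3% against 10.3%, adjusted exact p = 0.0408) and E-box (odds ratio 1.16, adjusted exact p = 0.0466) differed less. Leaving out ATRA replicate 1 reversed AP-1 to 1.44, and leaving out control replicate 1 reversed RUNX to 0.833 and E-box to 0.922. For each of these 3 motifs at least 1 mixed pairing gave an odds ratio farther from 1. The reversed E-box consensus differed more (odds ratio 1.45) than the E-box itself. CEBP did not pass the threshold (12.7% against 13.7%, odds ratio 0.921, adjusted exact p = 0.0526), and leaving out ATRA replicate 1 reversed it to 1.19. It passed with GC content matched (odds ratio 0.865), among distal peaks (0.861), with peaks set to 200 bp (0.886), with whole peaks (0.788) and with the peaks of replicate 1 kept (0.916). Over the alternatives that kept all 4 libraries the adjusted exact p ranged from 4.38e-12 to 1 for CEBP, from 5.36e-12 to 0.546 for AP-1, from 2.46e-04 to 0.922 for RUNX, from 2.30e-04 to 0.850 for E-box and from 1.39e-20 to 0.325 for CTCF.

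**Figure D2:**
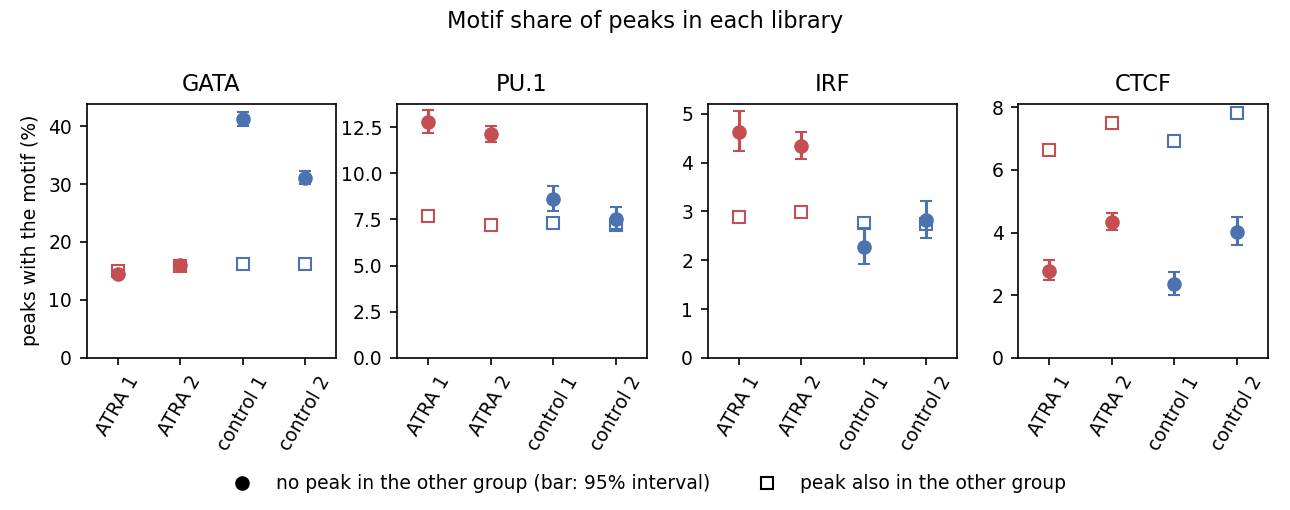
Share of peaks with the GATA, PU.1, IRF and CTCF motif (vertical axis, percent) in each library (horizontal axis; red, ATRA; blue, control), with filled circles for peaks that have no peak in the other group, bars for their 95% Wilson intervals and open squares for peaks that do. The filled circles for GATA stand at 14.6% and 16.0% in the ATRA libraries and at 41.2% and 31.1% in the control libraries, whereas those for CTCF separate replicate 1 from replicate 2 in both groups.

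Genes of fixed lists were examined for specific peaks within 50 kb of a TSS. No list passed an adjusted p-value of 0.05 in 8 tests, and 2 tests had an unadjusted p-value under 0.05. Both were for the 20 regulators, a list that is not independent of these cells. Of these 20 genes, 13 had a control-specific peak (65.0% against 34.4% of the other genes, odds ratio 3.43, Fisher's exact p = 0.00758, adjusted exact p = 0.0607) and 17 had an ATRA-specific peak (85.0% against 62.6%, odds ratio 2.99, p = 0.0390, adjusted exact p = 0.156). Of 11 retinoid response genes with a convincing peak, 10 had an ATRA-specific and 1 had a control-specific peak (adjusted exact p = 0.167 and 0.178). Of 18 neutrophil maturation genes, 15 had an ATRA-specific and 5 a control-specific peak (adjusted exact p = 0.175 and 0.718). Of 12 genes of immature myeloid cells, 8 had an ATRA-specific and 6 a control-specific peak (adjusted exact p = 1 and 0.482). Neighbouring genes can share a peak within 50 kb, as S100A8 and S100A9 may, each with 3 ATRA-specific peaks. Genes were thus not independent, and p-values over genes may be too small. The number of tests that passed depended on the setting. With the nearest TSS only, 3 tests passed: retinoid response genes and neutrophil maturation genes with ATRA-specific peaks, and immature myeloid genes with control-specific peaks (adjusted Fisher's exact p = 0.0414 for each). Over the alternatives that kept all 4 libraries the adjusted p ranged from 0.0414 to 0.622, from 0.0120 to 0.299 and from 0.0237 to 0.886 for these lists in turn. With peaks absent from both libraries of the other group, control-specific peaks lay near 11 of the 20 regulators against 13.9% of the other genes (adjusted exact p = 1.46e-04, range over the alternatives that kept all 4 libraries 1.46e-04 to 0.304). With ATRA-specific peaks, leaving out single libraries moved the odds ratios both ways. That of retinoid response genes (4.18) ranged from 1.04 without ATRA replicate 1 to 7.11 without control replicate 2, and that of the regulators (2.99) from 1.098 to 5.08 without the same libraries. That of neutrophil maturation genes (2.64) ranged from 1.86 without control replicate 1 to 5.49 without ATRA replicate 1. With control-specific peaks, that of the regulators (3.43) was higher in every case, from 3.69 without ATRA replicate 2 to 6.69 without ATRA replicate 1, and that of retinoid response genes (0.272) ranged from 0.239 without ATRA replicate 1 to 0.596 without control replicate 1. No call is given where a group had a single library. Without control replicate 1 the odds ratio of immature myeloid genes with control-specific peaks reversed to 0.705. Among list members, CYBB had 7 ATRA-specific peaks and 1 control-specific peak, ICAM1 had 6 and 0, and FPR1 and FCGR3B each had 5 and 0. In the other direction, ZBTB16 had 0 and 6, CD34 and GFI1 each had 0 and 3, and MPO and VEGFA each had 0 and 2.

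The GATA2 and ZBTB16 loci, which the study examined in detail, were described peak by peak. The GATA2 gene lies on the minus strand of chromosome 3 at 128198270 to 128212044, and the region reached 128362044. The lists contained 10 separate intergenic regions there, of which 3 were control-specific, 2 were ATRA-specific, 1 was overlapping and the rest were found in a single library. The control-specific region at 128242405 to 128242830, 30573 bp upstream of the GATA2 TSS, had PU.1 and CEBP motifs and no peak in either ATRA library. The region at 128303212 to 128303614, 91369 bp upstream, also had a peak in ATRA replicate 2. The region at 128322366 to 128323265, 110771 bp upstream, carried a GATA motif and also had a peak in ATRA replicate 1. The ATRA-specific regions were at 128310653 to 128311170 and at 128327171 to 128327636, the latter with a peak in control replicate 2 as well. The overlapping region at 128336134 to 128337098 carried a CTCF motif and was found in all 4 libraries. Under the stricter definition 1 control-specific and 1 ATRA-specific region were left at this locus, and leaving out either control library gave 5 control-specific regions. In the upper part of each list by score, and with an equal number of peaks and absence from both libraries of the other group, 2 control-specific and 0 ATRA-specific regions were left. Of 20163 protein-coding genes, 6.11% had at least 3 control-specific peaks in a window made in the same way, with no adjustment for window length.

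ZBTB16 lies on the plus strand of chromosome 11 at 113929763 to 114127487, and the region began at 113779763. Control replicates 1 and 2 each had 17 peaks there, against 5 in ATRA replicate 1 and 7 in ATRA replicate 2. There were 15 convincing peaks in the control cells and 4 in the ATRA-treated cells. Of the control peaks, 11 were control-specific, and 10 of these had no peak in either ATRA library. The number of ATRA-specific peaks was 0. The control-specific peaks comprised 7 in introns of ZBTB16, 1 in its promoter and 3 intergenic upstream peaks, and 5 carried a GATA motif. The highest-scoring of these was intronic at 114053682 to 114054414, at percentiles 90.9 and 90.6 of the control lists. The overlapping peaks at the promoter (113929843 to 113930615) and in an intron (113952866 to 113954692) also differed in rank, while those at 114006166 to 114006714 and 114030728 to 114031124 differed less. The intronic peak was at percentiles 94.4 and 96.3 in the control lists and 10.9 and 13.5 in the ATRA lists. The number of control-specific peaks ranged from 10 to 13 when each library was left out in turn and was 7 in the upper part of each list by score.

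**Figure D3:**
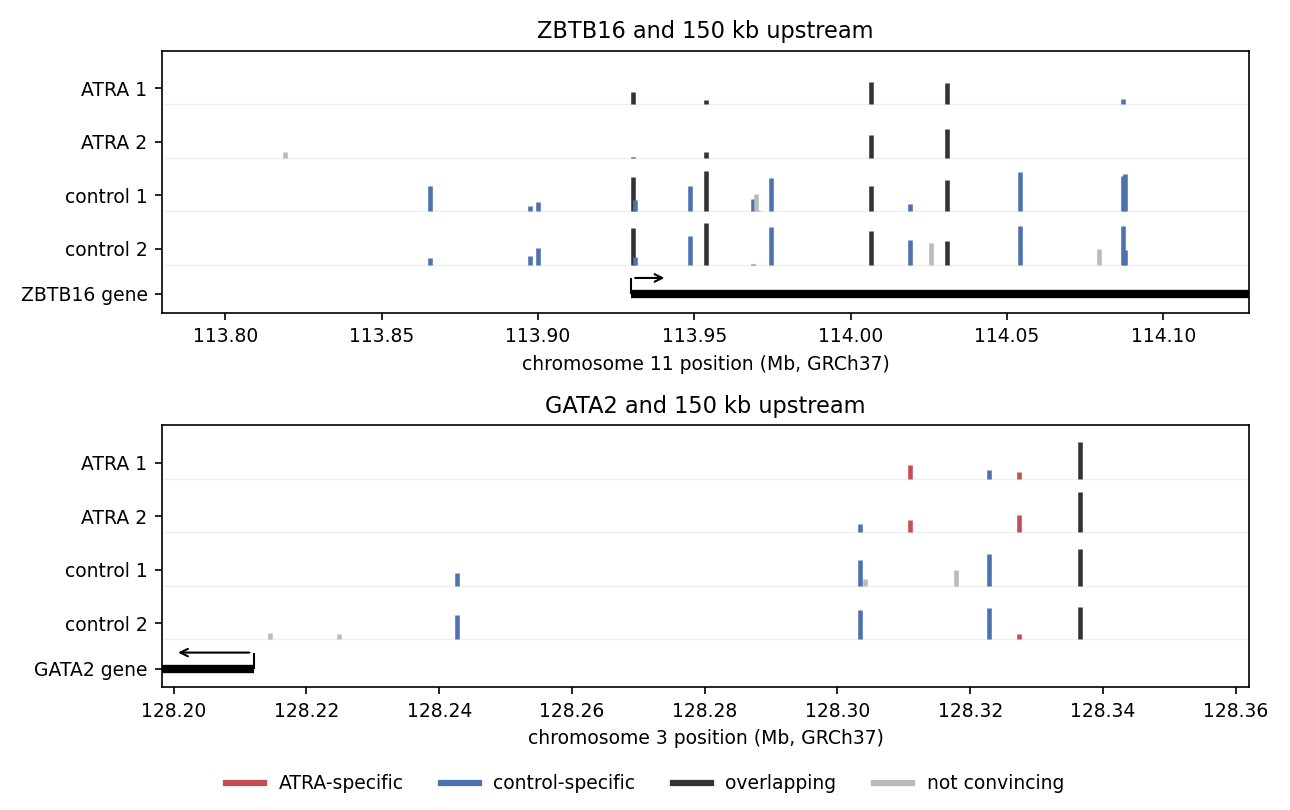
Peaks of the 4 libraries in ZBTB16 (upper map, chromosome 11) and GATA2 (lower map, chromosome 3) with 150 kb upstream (horizontal axis, position in Mb on GRCh37; black bar, gene; arrow, direction of transcription). Each vertical line is a peak whose height is its score percentile within its own list, coloured as ATRA-specific, control-specific, overlapping or, in grey, not convincing (found in 1 library); ZBTB16 shows 11 control-specific regions and 0 ATRA-specific ones, and GATA2 shows 3 and 2.

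The specific peaks with the best ranks, all absent from both libraries of the other group, were as follows. The ATRA-specific peaks were in a coding exon of DOCK5 (chromosome 8, 25202793 to 25203354; the nearest TSS was that of GNRH1, at 78703 bp), 35547 bp from the TSS of HLX (chromosome 1, 221087829 to 221088835), 259594 bp from RUNX2 (chromosome 6, 45649407 to 45650408), 9720 bp from EIF1B (chromosome 3, 40341120 to 40341835) and in an intron of RAB31 (chromosome 18, 9755384 to 9756562). The peaks near HLX, RUNX2 and EIF1B were intergenic, and that near RUNX2 carried a DR5 motif. The best of the 5, in DOCK5, ranked 1505 and 855 in the ATRA lists. The control-specific peaks were 50971 bp from the TSS of IRF2BP2 (chromosome 1, 234693739 to 234694860), in introns of MYO5B (chromosome 18, 47406936 to 47407493), MARCHF1 (chromosome 4, 164816338 to 164817141) and ANGPT1 (chromosome 8, 108276124 to 108276728), and 499575 bp from B3GALT2 (chromosome 1, 193654977 to 193655658). The best of these, near IRF2BP2, ranked 633 and 972 in the control lists. A GATA motif was present in 5 of the 5 control-specific and 0 of the 5 ATRA-specific sites.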

Values the study reported

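The study reported 41,988 ATAC-seq peaks in ATRA-treated cells and 30,870 in control cells. It counted 18,446 peaks as ATRA-specific and 7328 as control-specific.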

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

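The alternatives chosen after seeing the data were the peaks set to 200 bp, an equal number of peaks combined with absence from both libraries of the other group, leaving out each library for the similarity, promoters of all gene types, the similarity by share of peaks at an equal peak number, and those alternatives of the peak sets that had not been planned for the promoter, motif, gene list and locus results. For 30 results, 481 alternative values were computed, of which 185 were planned, and 347 kept their direction, their side of the threshold and, for counts, lay within 1.5 times. Beyond the values given here, 54 others changed: 23 were weaker, 19 stronger and 12 moved. The cause was not tested unless a cause is stated.

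The number of peaks moved with the length of the lists. In the upper part of each list by score, which by construction holds fewer peaks, there were 19151 convincing peaks in ATRA-treated and 15799 in control cells, with 7481 ATRA-specific and 4071 control-specific peaks (ratio 1.84). Requiring absence from both libraries of the other group left 6975 and 2633 (ratio 2.65), and with an equal number of peaks as well 4659 and 3938 (ratio 1.18). Reciprocal overlap of 50% gave 12195 control-specific peaks (ratio 1.19), an equal number of peaks per library gave a ratio of 1.26, and peaks set to 200 bp gave 1.63. Over the fits that each left out 1 library, convincing ATRA peaks ranged from 43494 to 63541 where an ATRA library was left out, ATRA-specific peaks from 10213 to 35228, control-specific peaks from 3130 to 16654, and the ratio from 0.613 to 11.3. A single list stands in for the group there, which adds the peaks found in 1 replicate. The similarity difference ranged from 0.0302 to 0.118, the promoter difference between specific and overlapping peaks from -22.0 to -18.1 percentage points, and that between the groups from 1.05 to 9.18.

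The GATA odds ratio stayed above 1 in every alternative and ranged from 1.99 to 3.95 when each library was left out. With a library left out, RUNX ranged from 0.833 to 1.77, CEBP from 0.865 to 1.19, CTCF from 0.465 to 2.45, AP-1 from 0.713 to 1.44 and E-box from 0.922 to 1.39. RUNX also reversed with reciprocal overlap (0.968), peaks set to 200 bp (0.994) and whole peaks (0.996). CEBP reversed in the upper part of the lists (1.11), CTCF among peaks absent from both libraries of the other group (0.847) and E-box with whole peaks (0.882).

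Of the 8 gene list tests, 1 passed with an equal number of peaks and 1 with absence from both libraries of the other group, 2 passed in the upper part of the lists, 3 within 10 kb of the TSS, 3 with the nearest TSS and 3 with an equal number of peaks and absence from both libraries. No call is given for the fits that left out a library, since a group then had a single library. None passed as reported, where 2 had an unadjusted p under 0.05. Odds ratios that did not pass also changed direction. Retinoid response genes with control-specific peaks reversed in the upper part of the lists (1.74), within 10 kb (1.02) and with the nearest TSS (1.25). Neutrophil maturation genes with control-specific peaks reversed with an equal number of peaks (1.33), absence from both libraries (1.398; 1.54 with an equal number of peaks) and 10 kb (1.68), and ranged from 0.693 to 1.73 when each library was left out. Immature myeloid genes with ATRA-specific peaks reversed with reciprocal overlap (0.665), the upper part of the lists (0.637), absence from both libraries (0.622), peaks set to 200 bp (0.982) and 10 kb (0.649), and ranged from 0.512 to 3.71. With control-specific peaks these genes ranged from 0.705 to 2.92. The GATA2 locus had 1 control-specific peak with absence from both libraries and from 2 to 5 with a library left out. The ZBTB16 locus had 7 in the upper part of the lists.

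The replicate number as a block compared same-numbered libraries only. It gave 7083 ATRA-specific and 2665 control-specific peaks (ratio 2.66), 1 gene list test that passed (regulators with control-specific peaks) and 1 control-specific peak at the GATA2 locus. It reversed CTCF (0.858), neutrophil maturation genes with control-specific peaks (1.38) and immature myeloid genes with ATRA-specific peaks (0.602). CTCF, ETS and AP-1 no longer passed under the block (adjusted Fisher's exact p = 0.325, 0.0981 and 0.467). Over 78046 merged regions the differences between replicates correlated by 0.0582 between the groups, so the numbers were not shown to pair the samples.

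Read depth was unknown, so it was not examined whether the longer list of ATRA replicate 2 came from more reads. With 2 libraries per group, no exact permutation p over the pairings can lie under 0.333.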

Other observations

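The tests chosen after the result was seen were the ratio in the mixed pairings, the count of pairings, the CTCF and promoter tests, the DR5 tests with GC content matched and on mixed pairings, and the rank of the ZBTB16 peaks.

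The excess of ATRA-specific peaks lay with ATRA replicate 2 in all 3 pairings. In both mixed pairings the pair with this library had the excess, and the lower of the ratios, 2.06, was above the 1.89 of the real groups. With an equal number of peaks per library the ratio was 1.26, between the values set beforehand for and against the list length as the cause, so that explanation stays open. The mixed pairings at equal length gave 1.24 and 1.31. Without ATRA replicate 2 the ratio was 2.64, but a single list then stood against the shared peaks of a pair. The excess may therefore reflect a property of this library, and an effect of ATRA on the number of open sites cannot be told apart from the length of its list. Of the 3 pairings, 1 gave as many specific peaks in total, the real one, which 3 pairings cannot make significant. Requiring absence from both libraries of the other pair gave 9608 peaks for the real groups, against 4581 and 2340.

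The promoter and CTCF contrasts between the specific sets may be a property of single libraries. A mixed pairing gave a promoter difference of 18.3 percentage points in size, against 7.16 for the real groups, and a CTCF odds ratio of 3.09, against 1.63. CTCF in peaks absent from the other group was 2.78% and 2.35% in replicate 1 of the ATRA and control groups and 4.33% and 4.03% in replicate 2, so it followed the replicate number and not the treatment.

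The GATA contrast behaved otherwise. It stayed at an odds ratio of 2.55 with GC content matched and 2.43 among distal peaks, and the mixed pairings lay at most 1.04 from 1 as a ratio. Among peaks absent from both libraries of the other pair, the mixed pairings gave 0.632 and 1.02, against 4.63 for the real groups. These results argue against base composition and promoter content as the whole cause, and against library differences that cut across the groups. A library difference that follows the groups would cancel in the mixed pairings, so it cannot be told apart from ATRA here. A loss of open GATA sites after ATRA is a candidate explanation, found and tested on the same libraries. The size differed between the control libraries, at 41.2% and 31.1%.

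DR5, the direct repeat that retinoic acid receptors bind, was in 32 ATRA-specific and 3 control-specific peaks (odds ratio of ATRA-specific over control-specific 4.92, 95% interval 1.63 to 14.8, adjusted Fisher's exact p = 0.00515 over 9 spacings). Among peaks absent from both libraries of the other group it was in 27 of 6975 and 0 of 2633. Spacings other than 1, 2 and 5 bp gave a pooled odds ratio of 1.59 (0.951 to 2.66). With GC content matched, the odds ratio of control-specific over ATRA-specific peaks was 0.170 (95% interval 0.0548 to 0.529), against 0.203 as reported, which argues against GC content as the whole cause. The intervals of DR5 and the other spacings overlapped, which had been stated beforehand as the outcome that favours base composition, so an excess of the half-site at any spacing stays open. A mixed pairing gave an odds ratio 2.88 from 1; this is less than the real groups gave, but lies inside the DR5 interval. With an equal number of peaks the mixed pairings were 1.79 and 1.04 from 1 and the real groups 9.09. With absence from both libraries as well, a mixed pairing gave 7.27 (95% interval 0.391 to 135.1), so the mixed pairings hold too few such peaks to decide. DR5 was in 0.319% and 0.209% of the peaks absent from the other group in the ATRA libraries and in 0.0158% and 0.0137% in the control libraries. Each of these control values was 1 peak. The 2-bp spacing did not pass (adjusted exact p = 0.0746, odds ratio 2.65, 95% interval 1.06 to 6.62), the outcome stated against receptor binding there, although its interval lies above 1. The 1-bp spacing passed (22 against 2 peaks, adjusted exact p = 0.0214). Against overlapping peaks, the 2-bp spacing passed in ATRA-specific peaks (odds ratio 3.43, 95% interval 1.79 to 6.58, adjusted exact p = 5.43e-04). In that comparison the 5-bp spacing gave 4.38 (2.28 to 8.41). Spacings other than 1, 2 and 5 bp, pooled, gave 2.12 (1.44 to 3.12), so the half-site was in excess at those as well. Direct receptor binding could contribute, but these counts are too few to separate it from an excess of the half-site.

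The ZBTB16 window had more control-specific peaks than any other of 20163 gene windows, 11 against a median of 0. Its length predicted 0.836, below the 95% Poisson interval of 5.49 to 19.7. That interval treats peaks as independent, although some regions lay side by side. The intronic regions at 114086507 to 114087423 and 114087427 to 114087978 did. So did the promoter region at 113930629 to 113931185 and the overlapping promoter peak. Each control-specific region was counted separately within the window. In the 1 Mb on either side, 51.9% of peaks (95% exact interval 40.4 to 63.3) came from ATRA libraries, against 54.9% in the genome and 26.1% (14.3 to 41.1) in the window, which argues against a regional loss of ATRA signal reaching beyond the window. Of its 4 overlapping peaks, those at the promoter and in an intron ranked lower in the ATRA libraries, which such a loss would share. The others differed less, at percentiles 52.0 and 54.0 in the ATRA against 58.3 and 79.7 in the control lists, and 49.1 and 67.4 against 73.6 and 55.2, which goes against an equal loss over the whole window. The median percentile of the control-specific regions was 58.5 in control replicate 1, above the 37.9 of all control-specific peaks. In control replicate 2 it was 37.9, below 43.2, so the ranks alone do not settle whether closeness to the calling threshold matters. Of the 11 regions, 10 had no peak in either ATRA library, against 35.4% of all control-specific peaks. With an equal number of peaks and absence from both libraries, 9 control-specific and 0 ATRA-specific regions were left. These counts argue against the threshold as the whole cause, but it stays open for the lower-ranked regions. A closing of this locus after ATRA may be involved. At GATA2 there were 3 control-specific and 2 ATRA-specific regions, and 2 and 0 in the upper part of each list by score. The GATA2 window was matched or exceeded by 6.11% of genes, a rank that did not adjust for window length. Its length of 0.164 Mb predicted 0.394 control-specific peaks, below the 95% Poisson interval of 0.619 to 8.77 for the 3 found.

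Some other gene windows, chosen after their values were seen, had a one-sided set of peaks absent from both libraries of the other group. For control-specific peaks ABCC4 followed ZBTB16, with 6 and 0 ATRA-specific. For ATRA-specific peaks MYO1F had 8, POR had 8 and SIRPA had 7, each with 0 control-specific. No explanation was tested for these.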
